A study of Mus musculus with 6 samples. Its data were reported in "Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements" (2025).

How the data were processed

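The samples were mouse embryonic stem cells (ESCs) of a hybrid strain background that carried EHMT2 fused to a dTAG degradation tag and a GFP reporter driven by the MERVL retroviral promoter. EHMT2 is a histone methyltransferase that deposits H3K9me2, and the dTAG tag lets a small molecule trigger degradation of the fused protein. Per the labels, cells were exposed to dTAG for 72 h and sorted live by GFP. GFP-negative cells stand for ESCs and GFP-positive cells for 2-cell-like cells (2CLCs), in which the MERVL promoter is active. CUT&RUN uses an antibody to direct a nuclease to the chromatin that a protein occupies, and sequences the released fragments. The antibody was against DPPA4, a DNA-binding protein of ESCs and early embryos. The series held 6 samples: 2 DPPA4 libraries of GFP-negative cells, 2 DPPA4 libraries of GFP-positive cells, 1 IgG library of GFP-negative cells and 1 IgG library of bulk cells. Groups were taken from the sample titles.

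As stated in the methods of the study, the authors trimmed adapters with bbduk, aligned paired reads with STAR in a mode that keeps reads with many genomic matches and places each at a single best or randomly chosen position, removed duplicates with Picard, and dropped reads over the high-signal regions of the ENCODE blacklist for mm10. They called peaks with MACS2 on whole fragments. A separate filter on the q-value is stated for the ChIP experiments of the study but not for CUT&RUN. Each deposited list pools the replicates of its group, so there were 2 lists for the 4 DPPA4 libraries. IgG libraries were not used here, and whether they served as the control in peak calling was not stated. Placing a multimapping read at a random copy spreads the signal of a repeat over its copies, so a peak in multi-copy sequence shows that some copy was occupied, not which. No shift of read ends for a transposase applies, since CUT&RUN cuts with a nuclease.

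Of the values in the deposited lists, the fold enrichment is the authors' ratio of fragments at the summit to the background that MACS2 estimated. The −log10 q is the authors' adjusted significance of the summit, and the lowest deposited value was 1.30, which corresponds to a q-value of 0.05. The deposited score equalled the whole part of 10 times the −log10 p in 85177 of 85177 peaks of the GFP-negative list and in 54647 of 54647 peaks of the GFP-positive list, so it carried no further information. The deposited summit offset gives the distance in bp from the peak start to its summit. Fold enrichment and −log10 q were used only to describe, rank or filter peaks within their own list. The number of per-sample columns left unused was 0. The methods of the study state the same sequencing depth for every sample (quoted after the report). Read totals after filtering were not used here, so the number of reads kept behind each list is unknown, and a deeper library would give more peaks from the same occupancy.

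Peak ends were checked against the lengths of chromosomes 1 to 19, X and Y of GRCm38.p6, which carries the mm10 sequence, and none lay beyond a chromosome end. Coordinates below are 1-based mm10 positions. Peaks on sequences of other organisms were left out of the comparisons and are described in the closing section. Peaks of both lists that shared at least 1 bp were merged into regions. A region was common when it held peaks of both lists, GFP-negative-specific when it held peaks of the GFP-negative list alone, and GFP-positive-specific when it held peaks of the GFP-positive list alone. The summit of a region was that of its peak with the highest −log10 q, and in common regions the midpoint of the summits of both lists. Overlap was set beside 100 shuffles of the GFP-positive peaks within their chromosomes.

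A summit was called promoter when it lay from 2.5 kb upstream to 0.5 kb downstream of any transcription start site of GENCODE vM21, and otherwise exon, intron or intergenic, in that order. Soft-masked bases are the lower-case bases of the RefSeq sequence, which mark repeats and low-complexity sequence; the class of repeat was not analysed here. Copy number was the median count, over both strands of the chromosomes, of the 31-mers in the 200 bp around a summit, and a summit with a copy number of 10 or more was called multi-copy. For background, 100000 random positions were drawn, of which 97128 lay outside assembly gaps. Differences between classes carry 95% intervals from 1000 resamples of 5-Mb blocks of the genome. These intervals describe evenness along the genome and not replicate error, and an interval without 0 was taken as the threshold. Clustering was the share of GFP-positive-specific regions with another such region within 50 kb, set beside 1000 permutations of the class labels over the regions of each chromosome. Intervals on other shares are Wilson 95% intervals, which cover counting error only and treat neighbouring regions as independent. Peaks and regions are not replicates, so no p-value between cell states was computed.

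Regions named in the text were fixed by rule before the data were examined. They are the 3 regions of each class with the highest −log10 q on chromosomes 1 to 19 and X (in common regions, by the lower value of both lists), the 5 windows of 1 Mb with the most GFP-positive-specific regions, and regions within 50 kb of a fixed list of genes. A region that the rule selects is not reported here. Alternatives, most of them also chosen before the data were examined, changed the −log10 q threshold, took the 10000 strongest peaks of each list, required an overlap of 50% of the shorter peak or summits within 200 bp, merged peaks up to 500 bp apart, kept chromosomes 1 to 19, limited peaks to widths of 300 to 1000 bp, redefined the promoter, measured repeats in 200 bp around the summit, used 21-mers or copy numbers of 2 or 100, and changed the distances for neighbours and loci. Alternatives chosen after the data were seen required a −log10 q of 5 in either list, weighted common regions to the −log10 q of a specific class in 12 bins, or kept single-copy regions.

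The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. On simulated data with known answers, the numbers per class matched for 100% of 3000 planted sites under each of the overlap rules, and copy numbers of 203 windows equalled a plain count in 100% of cases. The block interval held the true difference in shares in 96.5% of 200 simulations and the true difference in medians in 95.0% of 200 simulations. Random labels fell outside the 95% range of the permutations in 6% of 100 simulations, and clustered labels did so in 97% of 100 simulations.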

Results

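DPPA4 occupancy was profiled by CUT&RUN in EHMT2-depleted mouse cells sorted by a MERVL-GFP reporter, to ask how binding differs between ESCs (GFP-negative) and 2CLCs (GFP-positive). The data were 2 peak lists, each pooled over the 2 DPPA4 libraries of its group, so no spread between replicates can be given for any value below, and no difference between the lists can be tested against it. The number of reads kept behind each list is unknown.

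The GFP-negative list held 85177 peaks and the GFP-positive list 54647 peaks. On chromosomes 1 to 19, X and Y there were 83602 peaks in the GFP-negative list and 54642 in the GFP-positive list. Median peak width was 643 bp (quartiles 379 and 1070 bp) in the GFP-negative list and 825 bp (quartiles 497 and 1329 bp) in the GFP-positive list. Peaks covered 2.53% of the genome in the GFP-negative list and 2.10% in the GFP-positive list. The authors' fold enrichment had a median of 4.27 in the GFP-negative list and 4.13 in the GFP-positive list, and their −log10 q had medians of 3.71 and 3.44. Peak numbers fell most at a −log10 q of at least 10, to 20371 in the GFP-negative and 11577 in the GFP-positive list. The order of the lists was the same there, but peak number rises with sequencing depth, so the difference cannot be assigned to the cell state.

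To separate shared from state-specific binding, overlapping peaks of both lists were merged into 99695 regions. Of these, 34856 (34.96%, Wilson 95% interval 34.7 to 35.3) were common, 46538 (46.7%, 46.4 to 47.0) were GFP-negative-specific and 18301 (18.4%, 18.1 to 18.6) were GFP-positive-specific. Specific regions thus made up 65.04% of all regions. This share moved most when a specific region had to reach a −log10 q of 5 in its own list, which left 25.7% specific regions. In lists cut to the 10000 strongest peaks each, 49.1% of regions were specific, with 24.4% GFP-negative-specific and 24.6% GFP-positive-specific. Near-equal shares of the specific classes follow from equal list sizes, so the larger number of GFP-negative-specific regions cannot be separated from the longer list.

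Both lists overlapped far more than random placement along the chromosomes would give. Of the GFP-positive peaks, 36341 (66.5%) shared at least 1 bp with a GFP-negative peak, against 3409 ± 47.4 (SD over 100 shuffles), a ratio of 10.7. The highest shuffle gave 3528. Of the GFP-negative peaks, 44.3% lay in common regions. The ratio moved most in lists of equal size, to 48.8. The shuffles did not keep promoters, GC content or accessibility. The ratio therefore cannot tell shared DPPA4 binding from a background of the assay that both lists share.

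Common regions held the stronger peaks. In the GFP-negative list the median fold enrichment was 6.24 for peaks in common regions and 3.69 for specific peaks, a difference of 2.56 (block interval 2.47 to 2.65). In the GFP-positive list these medians were 4.86 and 3.55, a difference of 1.304 (1.23 to 1.38). The median −log10 q was 8.94 in common against 2.59 in specific peaks of the GFP-negative list, and 5.15 against 2.07 in the GFP-positive list. The difference in −log10 q of the GFP-negative list moved most, from 6.35 to 12.9, when both lists were limited to a −log10 q of at least 5. Among peaks of 300 to 1000 bp the difference in fold enrichment shrank to 1.28 in the GFP-negative and 0.547 in the GFP-positive list. The share of peaks without a partner dropped from 83.3% (82.4 to 84.04) in the weakest 10% of the GFP-negative list to 4.33% (3.91 to 4.79) in the strongest 10%, which still held 362 such peaks. In the GFP-positive list it dropped from 55.6% (54.3 to 56.9) to 0.677% (0.492 to 0.932), which left 37 peaks. Of all specific regions, 78.5% of the GFP-negative-specific and 88.9% of the GFP-positive-specific ones had a −log10 q under 5.

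**Figure D1:**
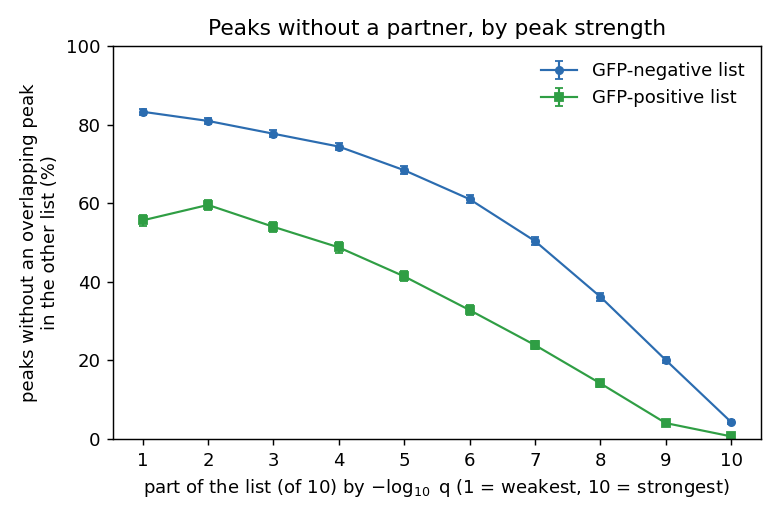
Share of peaks (%, vertical axis) without an overlapping peak in the other list, for each of 10 equal parts of a list ranked by the authors' −log10 q (horizontal axis, 1 weakest to 10 strongest). Circles are the GFP-negative and squares the GFP-positive list, with Wilson 95% intervals; the share was lowest in the strongest part, at 4.33% and 0.677%.

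The position of the regions relative to genes was compared next. Summits lay in promoters in 44.7% of common regions (block interval 43.6 to 45.7), 20.2% of GFP-negative-specific regions (19.4 to 20.9) and 17.5% of GFP-positive-specific regions (16.6 to 18.5), against 8.60% of random positions. Common regions exceeded GFP-negative-specific regions by 24.6 points (23.6 to 25.4) and GFP-positive-specific regions by 27.2 points (26.0 to 28.4). The first of these differences moved most, to 10.8 points, when common regions were weighted to the −log10 q of the GFP-negative-specific class, a comparison chosen after the data were seen. Between the specific classes the difference was −2.63 points (−3.62 to −1.59) for GFP-positive-specific minus GFP-negative-specific regions. It depended on strength and on the overlap rule. It was −11.3 points (−13.1 to −9.30) at a −log10 q of at least 5 in both lists and −16.3 points (−19.4 to −13.3) in lists of the 10000 strongest peaks, but 1.46 points (0.595 to 2.28) when common regions needed summits within 200 bp of each other. Introns held 21.8% of common, 40.9% of GFP-negative-specific and 36.0% of GFP-positive-specific summits, and 37.1% of random positions. Intergenic sequence held 26.9% of common, 32.5% of GFP-negative-specific and 40.6% of GFP-positive-specific summits, and 51.0% of random positions.

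Repeat content separated the specific classes. Soft-masked bases made up 52.3% (50.7 to 53.8) of the sequence of GFP-positive-specific regions, 25.4% (24.3 to 26.7) of common regions and 17.1% (16.8 to 17.4) of GFP-negative-specific regions, against 36.4% of the assembled genome. The specific classes differed by 35.3 points (33.7 to 36.7), and this moved most, to 56.6 points, among regions with a −log10 q of at least 5 in either list, a filter chosen after the data were seen. Multi-copy sequence, with a copy number of 10 or more, held 24.9% (23.3 to 26.4) of GFP-positive-specific, 18.5% (16.7 to 20.4) of common and 2.92% (2.61 to 3.26) of GFP-negative-specific summits, against 12.98% of random positions. The specific classes differed by 22.0 points (20.4 to 23.4), which moved most, to 45.6 points, under the same filter. The difference between common and GFP-positive-specific regions was −6.40 points (−7.53 to −5.06). It moved most, to −26.5 points, under the same filter, and was −1.46 points (−2.40 to −0.440) with summits within 200 bp. It did not pass the threshold at a copy number of 100 or more, where it was −1.15 points (−2.25 to 0.101). At multi-copy sites the reads of a peak can come from any of the copies, since the authors placed multimapping reads at random among equal matches.

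**Figure D2:**
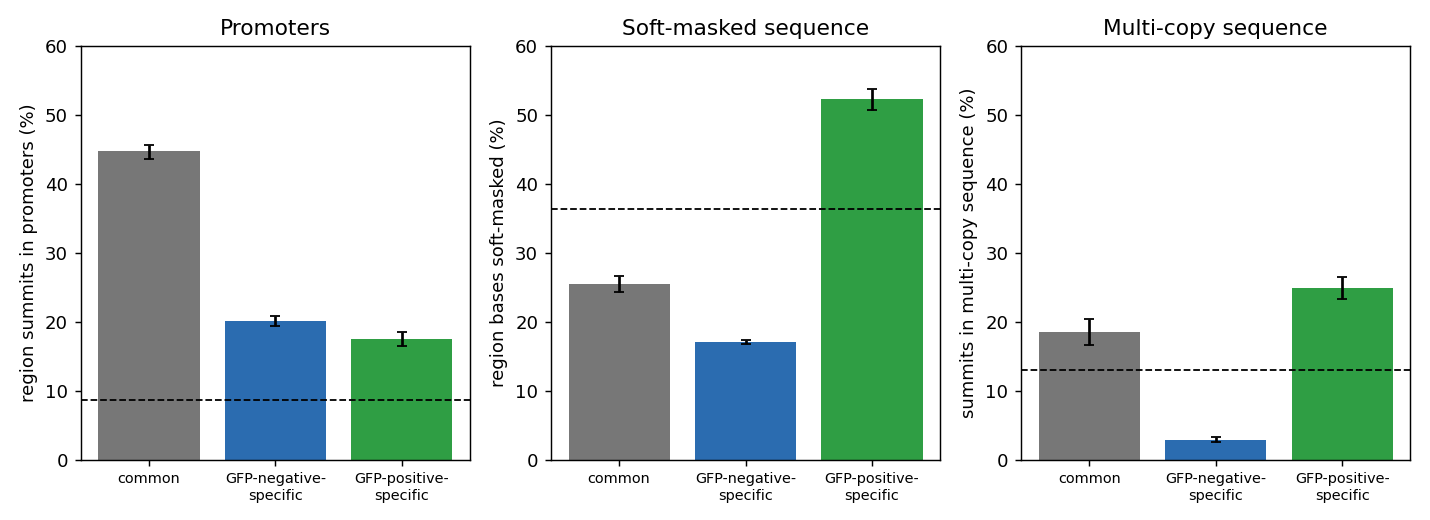
Share (%, vertical axes) of region summits in promoters, of region bases that are soft-masked, and of summits in multi-copy sequence, for the 3 classes of regions (bars, horizontal axes) with 95% block intervals. Dashed lines give random positions (8.60% and 12.98%) or the genome (36.4%); GFP-positive-specific regions lie above the line for both repeat measures and GFP-negative-specific regions below it.

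The study also asked whether binding specific to 2CLCs gathers at clusters of genes. A second GFP-positive-specific region lay within 50 kb of 77.2% of the GFP-positive-specific regions, against 71.1% ± 0.339 (SD) over 1000 permutations of the class labels, whose highest value was 72.3%. The difference of 6.09 points moved most, to 20.1 points, among regions with a −log10 q of at least 5 in either list (chosen after the data were seen). It was −1.18 points and within the permuted range in lists of the 10000 strongest peaks, and 0.208 points and within the permuted range at a distance of 200 kb. It was 18.9 points at a distance of 10 kb, and 7.67 points among regions with a copy number of 1 (chosen after the data were seen), of which 75.8% had such a neighbour against 68.1% over the permutations. Counts in windows of 1 Mb showed where these regions gathered. The median window with any region held 3 GFP-positive-specific regions, and 110 of 2641 windows held at least 30. Chromosome 1 from 85000001 to 86000000 held 131 (*Sp100*, *Sp110* and *Sp140*), chromosome 12 from 87000001 to 88000000 held 102 (*Oog1* and neighbouring predicted genes), chromosome 1 from 34000001 to 35000000 held 84 (*Dst*, *Ptpn18* and *Arhgef4*), chromosome 7 from 11000001 to 12000000 held 83 (*Zscan4c* to *Zscan4f*) and chromosome 5 from 15000001 to 16000000 held 80 (*Speer4c* and *Speer4d*). Of the GFP-positive-specific regions in these windows, the share with a copy number of 2 or more was 84.7%, 65.7%, 8.33%, 79.5% and 98.8%, in that order, so in all but the *Dst* window most of these summits lay in sequence present more than once in the genome.

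At genes fixed before the data were examined, the classes were counted within 50 kb. Around genes of the 2-cell stage there were 190 regions, of which 25 were common, 5 GFP-negative-specific and 160 GFP-positive-specific (84.2%, Wilson 95% interval 78.4 to 88.7). Around pluripotency genes there were 119 regions, of which 43 were common, 64 GFP-negative-specific and 12 GFP-positive-specific (10.1%, 5.86 to 16.8). These shares moved most in lists of the 10000 strongest peaks, where the GFP-positive-specific share was 71.4% of 14 regions near 2-cell genes and 33.3% of 12 regions near pluripotency genes, with intervals of 45.4 to 88.3 and 13.8 to 60.9 that overlapped. The *Zscan4a* to *Zscan4f* genes (chromosome 7 from 10794242 to 11402318) had 67 GFP-positive-specific, 3 common and 1 GFP-negative-specific regions. Of these 71 regions 12 were multi-copy, with a copy number of 10 or more. In the 1-Mb window with *Zscan4c* to *Zscan4f*, 79.5% of GFP-positive-specific regions had a copy number of 2 or more. The share at 10 or more was 19.3%. Reads of such sequence can be placed at any copy. The 67 regions, and the pooled 160, can thus exceed the number of occupied sites. The *Obox* genes had 34 GFP-positive-specific, 8 common and 1 GFP-negative-specific regions, and the *Usp17l* genes 31, 4 and 1. *Tcstv1* (chromosome 13 from 119893388 to 119894785) had 15 GFP-positive-specific regions and none of the other classes, and *Gm21761* next to it had 17 and 1 common region, with regions shared between such neighbours counted once in the total. *Tcstv3* had 8 GFP-positive-specific and 2 common regions. The 2-cell genes differed among themselves. *Duxf3* (chromosome 10 from 58229979 to 58232675) had 7 common, 2 GFP-positive-specific and 1 GFP-negative-specific regions, and *Zfp352* (chromosome 4 from 90218820 to 90225702) had a single, GFP-negative-specific region. *Esrrb* (chromosome 12 from 86361117 to 86521628) had 28 GFP-negative-specific, 3 common and 3 GFP-positive-specific regions. *Pou5f1* had 18 common, 10 GFP-negative-specific and 3 GFP-positive-specific regions, *Nanog* 10, 12 and 2, *Sox2* 4, 12 and 1, and *Klf4* 5, 2 and 0. The pluripotency genes differed among themselves too, and *Zfp42* (chromosome 8 from 43295063 to 43306980) had 3 common, 0 GFP-negative-specific and 3 GFP-positive-specific regions. The neighbouring *Dppa2* and *Dppa4* genes each had 3 common and 4 GFP-positive-specific regions, and *Ehmt2* had 17 common, 9 GFP-negative-specific and 2 GFP-positive-specific regions.

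**Figure D3:**
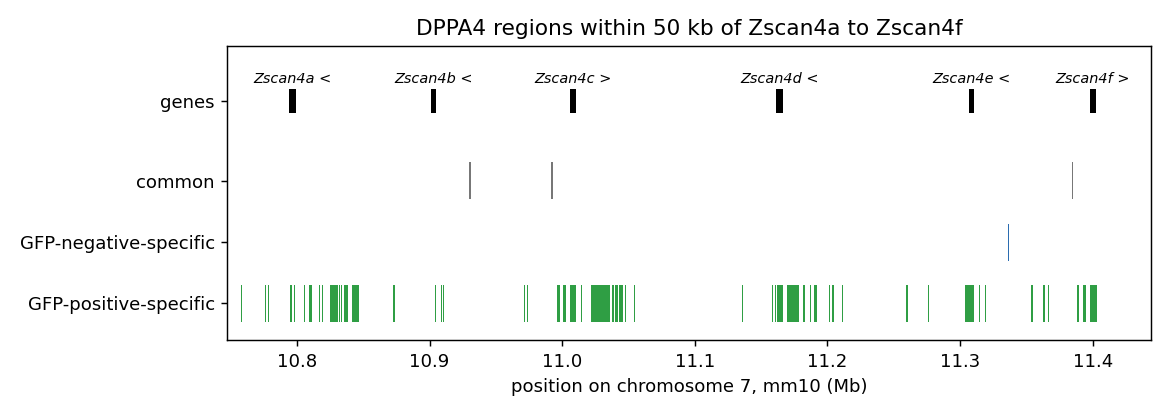
Map of the regions within 50 kb of *Zscan4a* to *Zscan4f* along chromosome 7 (mm10 position in Mb, horizontal axis), with a track for the genes (arrowheads give the strand) and a track for each class of regions. The 67 GFP-positive-specific regions gather around the genes, beside 3 common and 1 GFP-negative-specific regions. Reads from sequence present more than once can be placed at any copy, so the map does not show which copies were occupied. Regions narrower than 0.8 kb are drawn at that width.

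The strongest regions of each class were named by rule. The strongest common region spanned 5810 bp on chromosome 17 (39842997 to 39848806) at the promoter of the long non-coding RNA *Gm26917*, with a −log10 q of 459.8 in the GFP-negative and 521.8 in the GFP-positive list. The second (chromosome 16, 57391147 to 57391678, an intron of *Cmss1* and *Filip1l*) had a −log10 q of 368.6 and 451.8. The third (chromosome 13, 112578181 to 112578330, an intron of *Il31ra*) had a −log10 q of 281.7 and 260.0. Fold enrichment in the GFP-negative and GFP-positive lists was 5.18 and 5.22 for the first of these common regions. It was 9.35 and 10.04 for the second, and 10.18 and 9.57 for the third. These values were lower than those of the named specific regions. Named GFP-negative-specific regions were on chromosome 15 (47539996 to 47540134, intergenic, −log10 q 214.4, fold enrichment 24.1) and chromosome 1 (136364703 to 136365160, intergenic, −log10 q 107.8, fold enrichment 16.3). The strongest GFP-positive-specific regions were on chromosome 2 (73867893 to 73868361, an intron of *Atf2*, −log10 q 117.2, fold enrichment 20.7), chromosome 17 (7952180 to 7952437, the promoter of *Rsph3a*, −log10 q 85.9, fold enrichment 18.97) and chromosome 1 (102628090 to 102628323, intergenic, −log10 q 61.3, fold enrichment 12.4). The 41 bp centred on the summit in *Atf2* read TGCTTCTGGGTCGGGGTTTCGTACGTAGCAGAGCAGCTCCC. The 41 bp at the intergenic GFP-negative-specific summit on chromosome 1 read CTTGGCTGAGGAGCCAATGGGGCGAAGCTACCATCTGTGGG, and those at the intergenic GFP-positive-specific summit on the same chromosome read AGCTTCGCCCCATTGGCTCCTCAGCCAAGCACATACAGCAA. These last regions shared an exact stretch of 58 bp, counted over either strand. The GFP-negative-specific region on chromosome 15 shared 103 bp with the common region in *Cmss1*, and the region at *Rsph3a* shared 43 bp with the common region in *Il31ra*. A fragment that lies within such a stretch matches both places. Whether the reads of these 4 regions did so was not tested, and the median copy number of both intergenic regions on chromosome 1 was 1. Whether the strongest regions hold copies or fragments of ribosomal RNA genes was not tested, as a complete ribosomal DNA unit was not used here, so their enrichment cannot be assigned to the gene or intergenic position named.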

Values the study reported

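The study reported a total of 42,648 DPPA4 binding sites across both cell states. It stated that more than 50% of the sites were specific to either stage.
For the CUT&RUN libraries it stated a depth of 30 M reads per sample.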

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

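Of the tests below, the look at other non-mouse sequences and the comparison with matched mouse peaks were chosen only after the result was seen.

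The GFP-negative list held 1570 peaks, 1.84% of the list, on an *E. coli* sequence that the authors had included in the alignment index, and the GFP-positive list held 0 of 54647 peaks there, which allows a share of up to 0.00549%. These peaks lie outside the comparisons of mouse regions, and they stand out because they occur in a single list. Several technical explanations were weighed. Reads of a transgene or plasmid would sit at few places, but peaks were found in 100% of the 47 bins of 100 kb along the sequence, which argues against such a source. Removal of all non-mouse peaks from the GFP-positive list is argued against by 5 fly and yeast peaks that remained in it. Removal of *E. coli* reads or peaks alone would leave those peaks in place, so it stays open. A lower total depth of the GFP-positive libraries would leave *E. coli* peaks with a partner about as often as mouse peaks of the same strength. Of mouse GFP-negative peaks weighted to the −log10 q and width of the *E. coli* peaks, 28.3% had a partner in the GFP-positive list, whereas 0 of 1570 *E. coli* peaks did, which allows up to 0.191%. This argues against depth as the whole cause. A larger amount of *E. coli* DNA in the GFP-negative libraries, from spike-in DNA added at the stop step or carried over with the enzyme, stays open. The median fold enrichment of these peaks was 2.99, which shows that they were shallow, but the comparison needs read totals, which were not used here. No biological explanation was tested. If the amount of spike-in did differ, it would bear on any scaling of the libraries by it, and no such scaling enters the values of the report.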

How the results depend on the processing

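No paired analysis was possible because each deposited list pools the replicates of its group, so neither a fit with the replicate number as a block nor one without a replicate can be made, and no result here has a check against replicate error. The number of reads kept behind each list is unknown, which limits every value that depends on how many peaks passed the threshold. Across 166 alternative values, 133 kept their direction and their side of the threshold or stayed within the interval or 1.5 times of the reported value, 29 moved, 2 were weaker and 2 reversed. The alternatives on a −log10 q of at least 5 in either list, on weighting by −log10 q and on single-copy regions were chosen after the data were seen.

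The size of the lists follows the threshold by construction. At a −log10 q of at least 5 there were 35029 GFP-negative and 20606 GFP-positive peaks, and at 10 there were 20371 and 11577.

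The shares of common, GFP-negative-specific and GFP-positive-specific regions moved the most often. At a −log10 q of at least 5 in both lists, common regions were 42.5% and GFP-positive-specific ones 10.6%. With the 10000 strongest peaks of each list the shares were 50.9%, 24.4% and 24.6%, and the list sizes are then equal by construction. With specific regions alone held to a −log10 q of 5 they were 74.3%, 21.3% and 4.33%, and with every region held to it in either list 68.6%, 26.1% and 5.30%; these filters remove weak specific regions by construction. An overlap of at least 50% of the shorter peak gave 34.3% common and 18.7% GFP-positive-specific regions, summits within 200 bp gave 24.7%, 50.7% and 24.6%, and merging peaks up to 500 bp apart gave 38.2%, 45.3% and 16.5%. These follow from a stricter or looser definition of common. On chromosomes 1 to 19 the common share was 34.6% and the GFP-negative-specific share 47.1%, as the chromosomes left out held more common regions (52.3% on X and 61.8% on Y) and fewer GFP-negative-specific ones (28.9% and 5.58%).

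Directions reversed in 2 cases. The promoter share of GFP-positive-specific minus GFP-negative-specific regions was 1.46 points with summits within 200 bp, and the excess clustering of GFP-positive-specific regions was −1.18 points in lists of the 10000 strongest peaks, within the permuted range; the cause was not tested. Clustering was weaker, at 0.208 points, with neighbours within 200 kb, where 92.2% of the regions had a neighbour and 92.0% did after permutation, so the measure was near its ceiling. The multi-copy share of common minus GFP-positive-specific regions was weaker at a copy number of 100 or more, at −1.15 points; the cause was not tested.

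The GFP-positive-specific share near 2-cell genes moved to 71.7% of 46 regions at a −log10 q of at least 5 in both lists and to 71.4% of 14 regions among the 10000 strongest peaks. Near pluripotency genes it moved to 33.3% of 12 regions among the 10000 strongest peaks and to 19.4% of 139 regions with summits within 200 bp; the cause was not tested. In each of these settings the share stayed higher near 2-cell genes.

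The overlap of both lists stayed above the shuffles under each of 5 alternatives, at ratios of 10.4 to 48.8. The strength differences (24 values) and the soft-masked differences (23 values) kept their direction and an interval without 0 under each alternative run. The multi-copy difference between the specific classes did so as well, from 15.6 points at a copy number of 100 or more to 45.6 points.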

Other observations

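Of the tests below, those on the recurrence of fly and yeast positions, on random placement, on weak peaks and on shared stretches were chosen only after the result was seen.

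The number of regions here was 99695. That is higher than the number of sites quoted from the study above. How the study arrived at its number was not analysed here. With every region held to a −log10 q of at least 5 in either list there were 38359 regions, of which 31.4% were specific. That filter was chosen after the data were seen. At a −log10 q of at least 5 in both lists, a setting chosen before, there were 38442 regions, of which 57.5% were specific.

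Regions called in a single list are a candidate for differences in threshold as much as in occupancy. If the other list had often fallen just short of its threshold, the share of peaks without a partner should fall with strength, and it did, to 4.33% in the strongest 10% of GFP-negative peaks. This is consistent with a threshold effect among the weaker peaks, though weaker binding in the other state would give the same trend. It leaves open 362 strong GFP-negative peaks and 37 strong GFP-positive peaks without a partner, and whether these differ between replicates was not analysed here.

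GFP-positive-specific regions held more multi-copy sequence than GFP-negative-specific ones, and technical explanations were tested for this difference. Random placement of multimapping reads should give both specific classes similar shares in lists of equal size, but there the difference was 43.9 points. Weak peaks near the threshold should make it vanish among stronger regions, but it was 45.6 points at a −log10 q of at least 5. With GFP-positive-specific regions weighted to the GC content of GFP-negative-specific ones it was 21.6 points (20.01 to 23.2). Each of these argues against that explanation as the whole cause. GFP-positive-specific regions might be further copies of the families bound in both states. Of their multi-copy windows 36.9% shared most 31-mers with windows of common regions, against 4.23% of multi-copy windows at random positions, but the share was higher, at 51.4% (48.7 to 54.0), for multi-copy windows of GFP-negative-specific regions. Sharing with common regions is thus not particular to the class whose excess is to be explained. Diverged copies or other parts of a repeat share no 31-mers, which keeps this reading open. A background of the assay at repeats in GFP-positive cells stays open too, since the number of IgG peak lists analysed here was 0. Occupancy of MERVL and related repeats in 2CLCs is the biological explanation the design offers, and it was not tested, as repeat classes were not analysed here.

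The strongest specific regions may be artifacts of placement, with reads of one sequence placed at different copies in the 2 lists. Of the 6 named, 4 shared an exact stretch of 30 bp or more with a named region of another class, whereas 100 random draws of regions of the same classes gave 0.15 on average and at most 2. The stretches measured 103, 58 and 43 bp. Fragments within such a stretch match both places, but whether the reads of these regions lay within it was not tested, and a read that reaches beyond a short stretch can be placed. Exclusive binding at these 4 regions therefore stays uncertain, as does their placement. Fragments of ribosomal RNA genes are a candidate source of such sequence, which was not tested, as a complete ribosomal DNA unit was not used here. The region in *Atf2* shared no such stretch with the named regions of other classes. Only named regions were compared, so neither its placement nor exclusive binding there is established by this.

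The same positions on fly and yeast sequences recurred in both lists. All 5 such peaks of the GFP-negative list overlapped a peak of the GFP-positive list, with a median fold enrichment of 23.1 for the 3 fly peaks. Reads of repeated mouse sequence, such as ribosomal RNA genes, placed on matching fly or yeast sequence would recur in this way, but any shared source of reads would, so the explanations cannot be told apart by recurrence alone. No biological explanation was tested.

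Chromosome X differed from the autosomes. Of its 1839 regions 47.1% were multi-copy, against 11.6% on the autosomes, a ratio of 4.07. More multi-copy sequence on chromosome X would give the same ratio at random positions, but there it was 2.25, which argues against it as the whole cause. Multi-copy regions were about as dense on X (5.07 per Mb) as on the autosomes (4.59 per Mb), and the contrast lay in single-copy regions, at 5.07 per Mb on X and 33.1 per Mb on the autosomes. Fewer promoters on X would leave the share of occupied promoters alike. A single-copy region lay at 35.4% (32.5 to 38.5) of protein-coding promoters on X, against 61.6% (60.9 to 62.3) on the autosomes. Promoters in multi-copy sequence were not set aside from these counts, so part of the gap can follow from the multi-copy sequence on X. Whether fewer promoters explain the contrast therefore cannot be decided by these shares. A single X chromosome per cell, which lowers the reads per site, was not tested, and the sex of the line was not used here.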
